A study of Mus musculus with 4 samples.

How the data were processed

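Chromatin accessibility was measured by ATAC-seq, in which a transposase inserts sequencing adapters into open DNA, in LβT2 cells. LβT2 is an established mouse cell line with features of the pituitary gonadotrope, the cell that makes the gonadotropins. Per the labels, 350000 cells were seeded per well, kept in serum-free medium overnight and treated for 6 h with vehicle or with activin A at 1 nM, and 50000 cells went into each transposase reaction. The series held 4 libraries, 2 for vehicle and 2 for activin. Groups and replicate numbers were taken from the sample titles. The labels do not say what libraries with the same replicate number share.

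The authors deposited 3 files per library. The first is a list of broad peaks called on that library alone. Per the deposited lists' layout, each peak has a whole-number score, a fold enrichment over the peak caller's own background, and the −log10 of its p-value and of its q-value. The score was the whole part of 10 times the −log10 q deposited for the same peak, and the lowest −log10 q was 1 in each list. The peak caller, its settings and the aligner are not stated in the labels or headers. Because peaks were called per library and not on pooled reads, presence or absence of a peak depends on the depth and background of each library. The score and the fold of a peak are the authors' values and were used only to describe, rank or filter peaks within a list. The second file is the annotation of those peaks by HOMER's annotatePeaks.pl, per the file headers, which gives the overlapped feature, a gene, and the signed distance from the peak centre to a transcription start site. In the list of vehicle library 1, 28.6% of peaks annotated as promoter lay over 1 kb from the start site to which the distance was given, so that distance does not cover every start site of a gene. The third file is a quality report of ataqv version 1.3.1, per the file headers. It holds the library totals and, for each autosomal peak of the library's own list, the number of high-quality autosomal alignments overlapping it. These are called high-quality reads here; duplicates and low-quality alignments are left out of them by the report.

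The genome build is not named in the labels or headers. Of 9139 promoter-annotated peaks of vehicle library 1 whose gene symbol matched the RefSeq table of assembly GRCm38.p6, 99.99% lay on the same chromosome, and 79.6% had a start site, taken from the annotated distance in either direction, within 2 kb of an end of the RefSeq gene. Positions are given as in the authors' files, counted from 1, and fit GRCm38. Of the gene symbols in that list, 75.5% matched the RefSeq table. Gene names are those of the authors' annotation. Without a reference genome, sequence motifs were not analysed here.

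From these files the following were computed. Peaks of all libraries on chromosomes 1 to 19, X and Y, which were all the sequences the lists held, were merged into regions where they overlapped by at least 1 bp. A region was called restricted to a pair of libraries when both had a peak in it and neither other library did, and the number for each treatment was set beside the numbers for the 4 pairs made of 1 vehicle and 1 activin library. Overlap between libraries was the base-pair Jaccard index, which is the length covered by both lists divided by the length covered by either. Shared regions were merged autosomal regions with exactly 1 peak of each library, whose common part covered at least 50% of their union. For these, the log2 of (high-quality reads + 1) per kb of the library's own peak was centred on each library's median and tested with limma version 3.58.1 (lmFit and eBayes with a trend, no block), with Benjamini-Hochberg adjustment at 0.05. A fold change is on that log2 scale and understates the change of regions with few reads. Log densities were used and not a count model because the intervals differ between libraries. A test of the read numbers with a negative binomial model, listed in advance on the condition that they could be entered as counts, was not run, since the numbers stand in a report and not in a count table. Levels of single regions are printed as high-quality reads per kb per 1000000 high-quality reads of the library.

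The limma step was tested on simulated data for activin against vehicle, with reads drawn for the 13871 shared regions at their real densities, lengths and spread. Of 200 regions changed by 1 on the log2 scale, 193 were called, none with the wrong sign, and 23 unchanged regions were called as well. The unchanged regions were thus a larger share of the calls than the adjusted threshold of 0.05 aims for. With no region changed, 0 were called and 5.02% had an unadjusted p under 0.05. The simulation had spread that depended on region strength alone, so real regions with more spread are harder to call. Log2 changes of −3.85 and −2.66 in the real data were not called (limma adjusted p 0.184 and 0.248). A count of 0 thus does not exclude 2-fold changes.

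The 4 libraries held 172146474 to 224226184 high-quality autosomal reads. Single-library shares are given with 95% Wilson intervals; these cover counting error only, since reads are not independent molecules. For comparisons of single values, 2 libraries against 2 can be arranged in 6 ways, so the smallest 2-sided exact permutation p is 0.333 and no such comparison can pass 0.05. A family of 23 such measures was compared, and their Benjamini-Hochberg adjusted values cannot be lower than 0.333 either.

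Regions and genes named in the text follow a rule fixed before the data were examined. They are the regions whose centre lies within 100 kb of the Fshb start site, a fixed list of 34 genes (the result of 1 of them is not reported here), the 3 shared regions with the smallest p in each direction if none passed the threshold, and the 5 restricted regions per treatment whose lower −log10 q was highest. Alternatives fixed before the data were examined were a −log10 q of at least 5, an equal number of peaks per library, stricter overlap rules, other scalings, pseudocounts of 0.1 and 10 reads, a mean of at least 50 reads, a replicate block, other windows, and leaving out each replicate. Added after the data were seen were the removal of the trend of the change with region strength, the number of shared regions at an unadjusted p under 0.05 in each setting, the promoter annotation in place of the distance for the gene list, and leaving out each replicate for the overlap, the Fshb locus and the gene list. Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and R 4.3.3 were used.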

Results

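ATAC-seq was done on LβT2 cells, a mouse gonadotrope cell line, after 6 h with vehicle or with 1 nM activin A, a TGFβ family ligand. The study concerned the transcription of Fshb (ENSMUSG00000027120), the gene of the follicle-stimulating hormone β subunit, and its enhancers. There were 2 libraries per treatment. Vehicle library 1 held 275983526 reads in total and vehicle library 2 held 346703170. Activin libraries 1 and 2 held 375610146 and 288489694. High-quality autosomal reads numbered 172146474 and 221141898 in the vehicle libraries, and 224226184 and 177952540 in the activin libraries. Depth did not separate the treatments (exact permutation p = 0.667 for the high-quality reads, 2-sided, n = 2).

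The first question was whether the libraries of both treatments were of like quality. Enrichment of reads at transcription start sites was 2.72 and 2.48 in the vehicle libraries and 3.12 and 3.04 in the activin libraries. The means were 2.60 ± 0.171 for vehicle and 3.08 ± 0.0517 for activin (SD, n = 2; exact permutation p = 0.333, 2-sided, the smallest this design allows). The ratio of short to mononucleosomal fragments was also higher in both activin libraries (3.48 ± 0.0112) than in both vehicle libraries (3.01 ± 0.0898, SD, n = 2; exact permutation p = 0.333). Median fragment length was 98 and 93 bp in the vehicle libraries and 84 and 85 bp in the activin libraries. Mitochondrial reads made up 0.840% and 0.765% of reads for vehicle and 1.52% and 1.23% for activin. The share of high-quality reads inside the library's own peaks was 6.93% and 11.1% for vehicle and 8.73% and 7.27% for activin, and each 95% Wilson interval was within 0.01 percentage points of its value. This share moves with how much was called. The group means differed by −1.02 percentage points, and by 1.07 points the other way without vehicle library 2.

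Called peaks numbered 83344 in vehicle library 1 and 178358 in vehicle library 2, against 85112 and 70692 in the activin libraries. They covered 38.1 and 80.3 Mb in the vehicle libraries and 43.2 and 34.9 Mb in the activin libraries. The difference between the group means, −52949 peaks, was smaller than the spread of the vehicle libraries (130851 ± 67185 for vehicle and 77902 ± 10197 for activin, SD, n = 2; exact permutation p = 0.667). Without vehicle library 2 it was −5442 peaks. The setting that moved it most was a −log10 q of at least 5, which reversed it. At that threshold 12377 and 12760 peaks were left in the vehicle libraries and 19819 and 15807 in the activin libraries, a difference of 5245 peaks (12569 ± 271 for vehicle and 17813 ± 2837 for activin, SD, n = 2; exact permutation p = 0.333). Peaks with a −log10 q under 2 made up 65.6% and 76.8% of the vehicle lists and 53.6% and 54.4% of the activin lists.

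**Figure D1:**
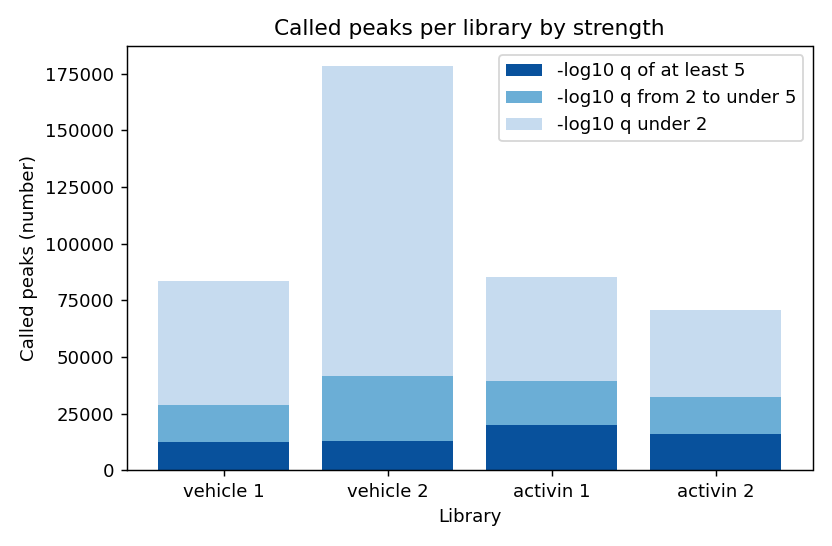
Number of called peaks (vertical axis) in each of the 4 libraries (horizontal axis), with each bar divided by the −log10 q of the peaks. Vehicle library 2 has the most peaks, 178358, while the darkest part, peaks with a −log10 q of at least 5, is taller in both activin libraries (19819 and 15807) than in both vehicle libraries (12377 and 12760).

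Where the peaks lay was compared next. Peaks annotated as promoter made up 13.0% (95% Wilson interval 12.7 to 13.2%) and 7.51% (7.39 to 7.64%) of the vehicle lists, and 12.9% (12.7 to 13.2%) and 14.7% (14.5 to 15.0%) of the activin lists. The means, 10.2% ± 3.85 for vehicle and 13.8% ± 1.26 for activin (SD, n = 2), did not separate (exact permutation p = 0.667). The difference of 3.59 percentage points was 0.867 without vehicle library 2. Among peaks with a −log10 q of at least 5 it had the opposite sign, with promoter shares of 54.3% and 49.4% for vehicle and 40.6% and 47.2% for activin (exact permutation p = 0.333). Both activin libraries nevertheless had more strong promoter peaks (8052 and 7456) than the vehicle libraries (6719 and 6309).

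Whether libraries of one treatment resembled each other more than libraries of different treatments was measured by the Jaccard index. It was 0.392 for the activin pair and 0.237 for the vehicle pair, and from 0.232 to 0.332 for the 4 pairs across treatments. The mean within treatments exceeded the mean across treatments by 0.0301, which rested on the activin pair. Without activin library 1 or activin library 2 the difference was −0.0450 or −0.0491. With a −log10 q of at least 5 the vehicle pair reached 0.648 and the activin pair 0.669, against 0.514 to 0.626 across treatments, and the difference was 0.0940.

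The merged peaks made 255101 regions, of which 29896 had a peak in all 4 libraries and 171817 (67.4%) in 1 library alone. Vehicle library 2 accounted for 102994 of the latter. Regions restricted to the activin pair numbered 3454 and regions restricted to the vehicle pair 12397. The 4 pairs of 1 vehicle and 1 activin library had 2406, 1409, 10855 and 6887 such regions, the larger 2 numbers being those of pairs with vehicle library 2. The activin number was thus within the range of the mixed pairs, and the vehicle number was 12397 against at most 10855. Leaving out 1 library loosens the rule. Without vehicle library 2, 8949 regions were present in both activin libraries and absent from vehicle library 1, and over the 4 libraries left out in turn the numbers went from 5137 to 28732 for activin and from 15446 to 115941 for vehicle. The order changed with the peaks used. With an equal number of peaks per library, 70692, there were 5428 activin-restricted and 4168 vehicle-restricted regions, against 2555 to 3581 for the mixed pairs. With a −log10 q of at least 5, there were 2539 activin-restricted and 81 vehicle-restricted regions, against 21 to 378 for the mixed pairs. Of the 2539, 2365 (93.1%) overlapped a weaker called peak in both vehicle libraries, 149 in 1 of them, and 25 in neither. No p-value was given, since 4 libraries can be parted into 2 and 2 in only 3 ways.

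**Figure D2:**
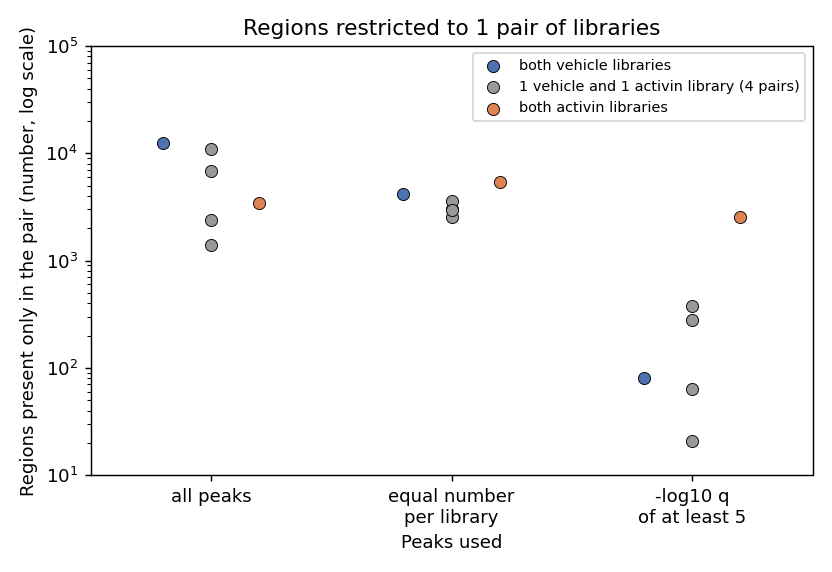
Number of merged regions with a peak in both libraries of a pair and in neither other library (vertical axis, log scale), for all peaks, for 70692 peaks per library, and for peaks with a −log10 q of at least 5 (horizontal axis). Each point is 1 of the 6 pairs of libraries. The activin pair lies at 3454, 5428 and 2539 regions and the vehicle pair at 12397, 4168 and 81.

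Most restricted regions were weak. The median of the lower −log10 q of the pair was 1.53 for activin-restricted and 1.31 for vehicle-restricted regions, and promoters made up 4.95% (95% Wilson interval 4.28 to 5.73%) and 3.36% (3.05 to 3.69%) of them. The 5 activin-restricted regions with the highest lower −log10 q lay on chromosome 8 at 123961294 to 123961978, in intron 8 of 12 of Abcb10 (14.4), on chromosome 1 at 34867297 to 34867482, in intron 6 of 6 of Plekhb2 (13.8), on chromosome X at 9060924 to 9061214, intergenic with Gm5635 as the nearest gene (8.23), on chromosome 8 at 5490581 to 5490805, intergenic and nearest to Gm1840 (7.95), and on chromosome 2 at 43673724 to 43673881, in intron 2 of 3 of Kynu (7.72). The Abcb10 region held 75 and 111 high-quality reads in the activin libraries and the Plekhb2 region 238 and 192. The 5 vehicle-restricted regions lay on chromosome 4 at 45613598 to 45613765, intergenic and nearest to Gm12408 (19.8), on chromosome 3 at 19253436 to 19253659, in intron 3 of 8 of Pde7a (8.54), on chromosome 10 at 52636242 to 52636668, intergenic and nearest to Slc35f1 (7.47), on chromosome 19 at 4288102 to 4288357, at the transcription end of Adrbk1 (5.32), and on chromosome 3 at 92490531 to 92490791, intergenic and nearest to Sprr1a (5.07). The Sprr1a and Pde7a regions held only 4 and 3, and 12 and 20, high-quality reads in the vehicle libraries.

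Changes in the degree of accessibility were tested over 13871 shared regions. No region passed an adjusted p of 0.05 (0 regions; limma with Benjamini-Hochberg adjustment, smallest adjusted p 0.184). At an unadjusted p under 0.05 there were 1322 regions (9.53%), 502 higher and 820 lower with activin, where 694 would be found by chance. The correlation of densities across these regions, which are not independent replicates, was 0.966 to 0.974 for the 6 pairs of libraries, and the pairs within a treatment were not set apart (0.972 for vehicle and 0.974 for activin). Both activin libraries lay above both vehicle libraries in 2893 regions and below them in 2846, together 41.4% of regions where chance gives 33.3%. The alternative that moved the count most was scaling to all high-quality reads in place of the median of the shared regions. It shifted the median region by 0.27 on the log2 scale towards activin and gave 605 regions, 553 higher and 52 lower. At an unadjusted p under 0.05 it gave 4358 higher and 204 lower regions. All changes below are relative to that common shift.

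**Figure D3:**
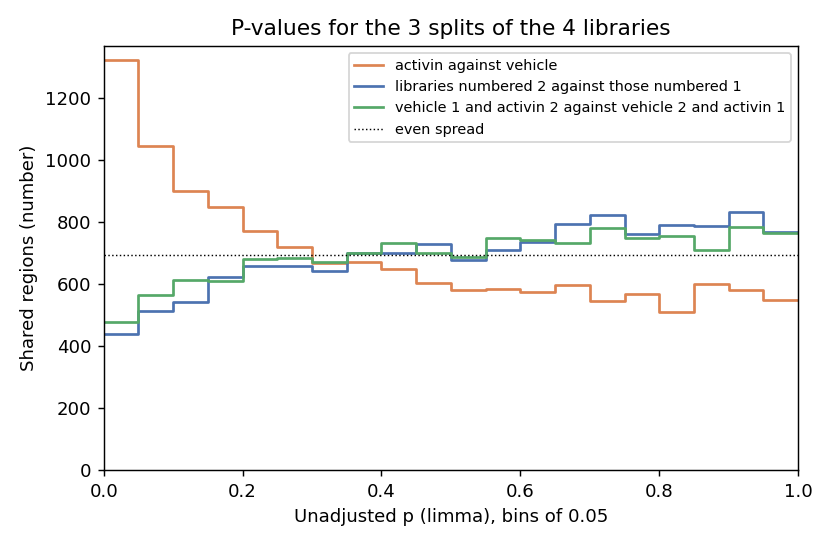
Number of shared regions (vertical axis) per bin of unadjusted limma p (horizontal axis) for activin against vehicle and for the other 2 ways of parting the 4 libraries into 2 and 2. The first bin, under 0.05, holds 1322 regions for activin against vehicle and 439 and 476 for the other splits; the dotted line is an even spread.

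None of the regions with the smallest p in each direction was significant after adjustment. The rises were at the promoter of Fam193a on chromosome 5 (34369136 to 34370537), at the promoter of Fam120b on chromosome 17 (15395268 to 15396737), and in intron 3 of 3 of 1600002D24Rik on chromosome 16 (95834634 to 95835390). The Fam193a promoter had 3.41 ± 0.378 high-quality reads per kb per 1000000 with vehicle and 6.71 ± 0.147 with activin (SD, n = 2), a log2 change of 0.70 ± 0.09 (SE; limma adjusted p = 0.184). The Fam120b promoter rose by 0.65 ± 0.10 (adjusted p = 0.248) and the region on chromosome 16 by 0.57 ± 0.10 (adjusted p = 0.282). The called intervals of both promoters were shorter in the activin libraries (821 and 833 bp against 1130 and 1370 bp for Fam193a; 904 and 822 bp against 1365 and 1470 bp for Fam120b). Without division by length the changes were −0.03 and −0.22, so their direction depended on the intervals. The region on chromosome 16 rose by 0.63 without that division, which was past the adjusted threshold. The fold enrichment in the authors' lists was higher in both activin libraries at each of these rises. It was 5.58 and 4.98 with vehicle and 6.46 and 6.33 with activin at Fam193a. At Fam120b it was 4.22 and 3.62 against 5.77 and 5.04, and on chromosome 16 2.87 and 2.39 against 4.45 and 3.98. These values were not centred, and the shared regions with a mean of at least 50 reads also rose, by a median log2 of 0.20.

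The falls were in intron 4 of 8 of Disp1 on chromosome 1 (183103141 to 183103953), in intron 2 of 10 of 2310022A10Rik on chromosome 7 (27556328 to 27558328), and in intron 4 of 21 of Acap3 on chromosome 4 (155897478 to 155898187). The Disp1 region held 75 and 96 high-quality reads with vehicle and 6 and 2 with activin, a log2 change of −3.85 ± 0.46 (SE; adjusted p = 0.184). The region of 2310022A10Rik held 393 and 416 reads with vehicle and 44 and 60 with activin (−2.66 ± 0.39; adjusted p = 0.248). The Acap3 region held 20 and 21 reads with vehicle and 0 in both activin libraries, which was at least 6.56-fold lower against a floor of 3 reads (adjusted p = 0.248). All 3 had a called peak in every library, and the vehicle intervals were longer, for example 746 and 804 bp against 504 and 462 bp at Disp1. The common part covered 53.97% to 65.2% of the union in these regions, so reads of the flanks entered the vehicle values. The fold enrichment in the authors' lists did not fall as the reads did. It was 3.28 and 2.90 with vehicle and 3.68 and 3.43 with activin at Disp1, 1.78 and 2.06 against 1.77 and 1.78 at 2310022A10Rik, and from 2.48 to 3.05 over the 4 libraries, both in activin libraries, at Acap3. Without division by length all 3 passed the adjusted threshold (log2 changes of −4.69 at Disp1 and −3.41 at 2310022A10Rik). The regions of Disp1 and 2310022A10Rik also passed it with the replicate block, and that of Disp1 with a pseudocount of 10 reads.

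At Fshb, the start site lay on the reverse strand of chromosome 2 at 107059656, from the distances the authors' annotation gave. Within 100 kb of it there were 20 and 28 called peaks in the vehicle libraries and 23 and 19 in the activin libraries. They merged into 52 regions, of which 9 had a peak in all 4 libraries and 33 in 1 library alone. No library had a peak centred within 1 kb of the start site. The nearest region present in all 4 libraries was in exon 3 of 3 of Fshb (107056905 to 107057500), with a −log10 q of 1.26 to 2.24. A weak peak 2.18 kb upstream (107061646 to 107062020) was called in vehicle library 2 and activin library 1 only.

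**Figure D4:**
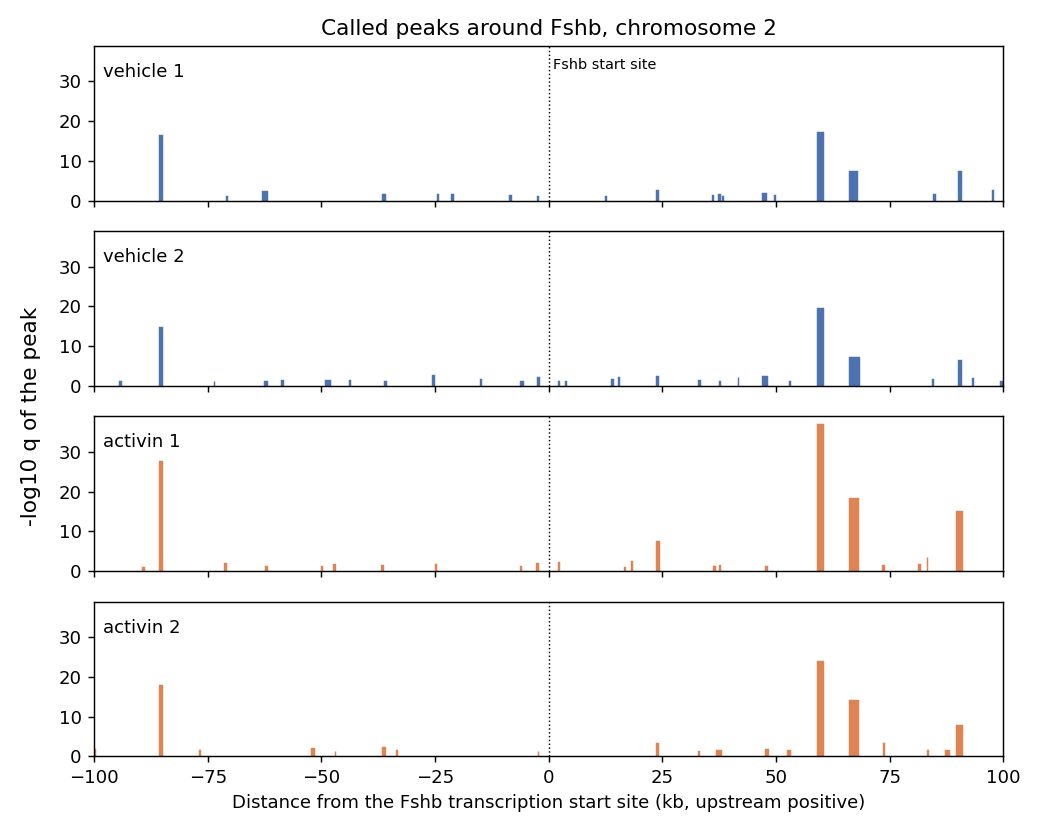
Called peaks of each library within 100 kb of the Fshb transcription start site, with the distance in kb on the horizontal axis (upstream positive) and the −log10 q of each peak as bar height; bar width is the length of the peak. The tallest peaks in every library lie 59.8 kb upstream and at the Arl14ep promoter, 85.4 kb downstream.

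With a −log10 q of at least 5 there were 4 regions in all libraries. These were the promoter of Arl14ep 85.4 kb downstream (106973967 to 106974622) and 3 intergenic regions 59.8 kb (107118719 to 107120097), 67.1 kb (107125668 to 107127886) and 90.3 kb (107149293 to 107150539) upstream, each with Gm13903 as the nearest gene. The region 59.8 kb upstream had a −log10 q of 17.4 and 19.7 with vehicle and 37.1 and 24.0 with activin. Its density was 2.78 ± 0.233 high-quality reads per kb per 1000000 with vehicle and 4.17 ± 0.767 with activin (SD, n = 2). Relative to the other shared regions the log2 change was 0.30 ± 0.12 (SE; unadjusted p = 0.0330, limma adjusted p = 0.498), which is not significant. Without activin library 1 the change was 0.15 and without activin library 2 it was 0.45. The region 67.1 kb upstream changed by 0.22 ± 0.12 (adjusted p = 0.604), the region 90.3 kb upstream by −0.10 ± 0.13 (adjusted p = 0.822), and the Arl14ep promoter by 0.05 ± 0.10 (adjusted p = 0.893). The directions of the last 2 were not stable. Without division by interval length the changes were 0.50 at the region 90.3 kb upstream and −0.05 at the Arl14ep promoter, not significant either. The called intervals of the former were 777 and 677 bp with vehicle and 1247 and 1196 bp with activin. They held 281 and 299 high-quality reads with vehicle and 677 and 469 with activin, so its direction depended on the intervals. The region 67.1 kb upstream changed by 0.014 without that division. Scaled to all high-quality reads, the region 59.8 kb upstream changed by 0.58, and this alternative alone put it past the adjusted threshold.

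A further intergenic region 23.9 kb upstream (107083180 to 107083919, nearest gene Gm24885) was called in all 4 libraries. Its −log10 q was 2.58 and 2.42 with vehicle and 7.48 and 3.45 with activin, but its density differed little (1.59 ± 0.168 with vehicle and 1.73 ± 0.0148 with activin, SD, n = 2; log2 change −0.15 ± 0.15, adjusted p = 0.769). The other 3 regions present in all libraries lay 36.3 kb downstream (107022788 to 107023893) and 37.4 kb (107096568 to 107097632) and 47.5 kb upstream (107106486 to 107107902), all with a −log10 q under 2.4 in each library; their intervals did not meet the rule for the test. The region 47.5 kb upstream had the widest difference of these, with 0.302 ± 0.0344 high-quality reads per kb per 1000000 with vehicle and 0.931 ± 0.0518 with activin (SD, n = 2). The intervals lay in largely different stretches (107106486 to 107107512 and 107106572 to 107107584 with vehicle, 107107344 to 107107721 and 107107262 to 107107902 with activin), so these densities are not of the same DNA. Over all merged regions present in each library its log2 change was 1.45 (limma unadjusted p = 0.00560, adjusted p = 0.511), not significant. Activin-restricted regions numbered 3. They lay 47.3 kb downstream (107012130 to 107012673) and 73.6 kb (107133053 to 107133407) and 83.3 kb upstream (107142782 to 107143065). A single vehicle-restricted region lay 84.7 kb upstream (107143972 to 107144685). The 4 mixed pairs had 5 such regions between them, and with a −log10 q of at least 5 no region of the window was restricted to either treatment (0 and 0).

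A list of 34 genes fixed in advance was examined for a peak centred within 1 kb of the start site. Such a peak was present in all 4 libraries for 16 genes. Among the gonadotrope genes these included Lhb, Cga, Gnrhr, Nr5a1, Egr1, Gata2 and Tgfbr3l; Pitx1 and Foxl2 had it in 3 libraries and Fshb in 0. Among 12 genes of the activin or SMAD response they were Inhbb, Smad7, Skil, Bambi, Id1, Id2 and Id3; Acvr2a had it in 1 library, and Fst, Smad3, Smad4 and Tgif1 in 0. None of the 6 genes of other pituitary lineages had it in all 4 libraries (Gh and Pomc in 2, Tbx19 in 1, Pou1f1, Prl and Tshb in 0). Of 3 genes of other tissues Myod1 had it in 4 libraries, with a −log10 q of 1.21 to 3.45, Ins2 in 1 and Alb in 0. The widely used genes Actb and Gapdh had it in 1 library each. The distance in the annotation is to a single start site. By the promoter annotation in its place Actb, Gapdh, Smad3, Tgif1, Pitx1 and Foxl2 had a promoter peak in all 4 libraries. Nr5a1 and Smad4 had it in 3, Id1 and Acvr2a in 2, Gh in 1, and Inhbb and Myod1 in 0. In total 18 genes had it in all 4. Fst, Prl and Tshb had no annotated peak in any library.

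A shared region at the start site could be tested for 12 genes of the list. The changes ranged from −0.11 to 0.34 on the log2 scale. None was significant (0 of 12 adjusted over the list alone, 0 of 12 adjusted over all shared regions, 2 at an unadjusted p under 0.05). Those 2 were Bambi, which rose by 0.34 ± 0.14 (SE; limma unadjusted p = 0.0363, 0.503 adjusted over all regions and 0.238 over the list), and Cga, which rose by 0.24 ± 0.10 (unadjusted p = 0.0397, 0.509 and 0.238). At the Bambi start site (chromosome 18, 3507280 to 3508382) the libraries had 2.72 and 2.82 high-quality reads per kb per 1000000 with vehicle and 3.85 and 4.70 with activin. At the Cga start site (chromosome 4, 34893205 to 34894092) they had 3.09 and 2.60 with vehicle and 4.15 and 3.94 with activin.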

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

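The removal of the trend with region strength, the counts at an unadjusted p under 0.05, the promoter annotation for the gene list, and leaving out each replicate for the overlap, the Fshb locus and the gene list were tests chosen only after the results were seen. A negative binomial test of the read numbers was not run. All sequences in the lists were standard chromosomes, so that alternative moved nothing.

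Of 6 library measures, 4 kept their direction without each replicate in turn, and the share of high-quality reads in peaks and their number did not. The difference in the number of high-quality reads was 4445176 and, without a replicate, −20052536 to 28942888; it was negative without vehicle library 1 and without activin library 1. The difference in median fragment length went from −13.5 to −8.50 bp. The difference in start-site enrichment went from 0.360 to 0.602, that in the ratio of short to mononucleosomal fragments from 0.411 to 0.538, and that in mitochondrial reads from 0.427 to 0.722 percentage points. The share in peaks differed by −1.02 percentage points and, without a replicate, by −3.11 to 1.07; it was 1.07 without vehicle library 2.

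The difference in called peaks, −52949, went from −100456 to −5442 without each replicate in turn, the latter without vehicle library 2, and was 5245 with a −log10 q of at least 5. The difference in promoter share, 3.59 percentage points, was −7.97 with a −log10 q of at least 5 and 0.497 with an equal number of peaks per library. It went from 0.867 (without vehicle library 2) to 6.32 without each replicate. For both, the sign rests on weak peaks, since leaving those out by the threshold reversed it.

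The excess of the Jaccard index within treatments, 0.0301, was 0.0276 with an equal number of peaks and 0.0290 with reciprocal overlap. It was 0.0940 with a −log10 q of at least 5; the cause was not tested. Without each replicate it went from −0.0491 to 0.151. It was −0.0450 without activin library 1 and −0.0491 without activin library 2, which by construction left the vehicle pair as the comparison within a treatment.

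Activin-restricted regions, 3454, numbered 5428 with an equal number of peaks, 4396 where peaks had to cover 50% of the region, and 2539 with a −log10 q of at least 5. Vehicle-restricted regions, 12397, numbered 4168, 8882 and 81. Without each replicate the numbers went from 5137 to 28732 and from 15446 to 115941, since absence or presence was then required in 1 library fewer. The order of the treatments was thus opposite under the alternatives that limit weak peaks.

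The count of shared regions with an adjusted p under 0.05, 0 (1322 at an unadjusted p under 0.05), was also 0 with a common part of at least 80% of the union (337 of 3222 regions at an unadjusted p under 0.05), with all merged regions present in each library (2724 of 28977), with quantile normalization (1206), with a pseudocount of 0.1 (1278), with a mean of at least 50 reads (1215), and with the trend removed (1194). The numbers 337 and 2724 differ from 1322 because fewer and more regions were tested. Scaled to all high-quality reads the count was 605 (4562 unadjusted). This scaling keeps the common shift of 0.27 that centring removes, so 95.5% of its regions at an unadjusted p under 0.05 were higher with activin, against 38.0%. With all merged regions 50.7% were higher. Without division by length the count was 39, of which 34 were lower, and with a pseudocount of 10 it was 1; the cause was not tested.

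The replicate numbers did not pair the libraries: the correlation of the deviations of same-numbered libraries from their group means was −0.0252 across regions. With the replicate block the count was 4, all lower with activin (adjusted p 0.0449 to 0.0454), and 1327 at an unadjusted p under 0.05. For the differences in called peaks and in promoter share the block changes nothing by construction, since each number has 1 library per treatment.

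The 11 named regions that were tested had 143 alternatives, of which 127 kept the direction of a change or left it not significant, 14 took it past the threshold and 2 reversed it. The 2 were the promoters of Fam193a (−0.0347) and Fam120b (−0.22) without division by length. Their intervals were shorter in the activin libraries, which raises a density by construction. The sign differed in 10 of the 143. Without division by length, the region on chromosome 16 and all 3 named falls were past the threshold. The replicate block took the Disp1 and 2310022A10Rik regions past it, and a pseudocount of 10 the Disp1 region. The scaling to all high-quality reads took all 6 regions with the smallest p and the region 59.8 kb upstream of Fshb (0.58) past the threshold.

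Around Fshb, 9 regions had a peak in all libraries within 100 kb, 5 within 50 kb, 14 within 250 kb and 4 with a −log10 q of at least 5; the windows differ by construction. Without each replicate the number was 9 to 10. For the gene list, 16 genes had a peak at the start site in all libraries, 20 with a window of 5 kb, which then took in Fshb, 18 by the promoter annotation, 10 with a −log10 q of at least 5, and 16 to 17 without each replicate. With 2 libraries per treatment the smallest exact permutation p is 0.333, which limits every comparison of single values.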

Other observations

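Apart from the chance placement of all weak peaks, the comparison of promoters with other regions without matching, and the check on regions with few reads, the tests below, the removal of the trend included, were chosen only after the results were seen.

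Vehicle library 2 had 2.14 times the peaks of vehicle library 1. Depth is not the cause: activin library 1 had about as many high-quality reads (a ratio of 0.986 of vehicle library 2 to activin library 1), but vehicle library 2 had 2.10 times its peaks. Peaks with a −log10 q of at least 5 were 1.03 times as many in vehicle library 2 as in vehicle library 1, while those with a −log10 q under 2 numbered 136970 against 54698, so the excess lay among weak peaks. Chance placement does not account for these weak peaks as a whole: 30.8% were overlapped by a peak of another library, 3.75 times the share after moving them by 20 kb. Both values were lower than in the other libraries, where 53.0 to 57.5% were overlapped, 4.29 to 4.66 times the moved share. Of the 95014 peaks of vehicle library 2 ranked after as many as vehicle library 1 had, 25.7% were overlapped against 7.85% after moving, a ratio of 3.27. Chance alone is thus not the cause of the excess as a set either, but it stays open for the peaks found in that library alone. A difference in calling near the lowest −log10 q stays open as a candidate explanation; settings per library are not stated. No biological explanation was tested for a difference between replicates.

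Both activin libraries had more strong peaks than both vehicle libraries. Depth is not the cause here either, since activin library 2 had 1.24 times the strong peaks of vehicle library 2 with 0.805 times its high-quality reads. Reads per kb per 1000000 high-quality reads at shared regions were higher with activin by 0.30 on the log2 scale at promoters and 0.25 elsewhere. The difference between the classes was −0.0501 against a spread of 0.0187 between libraries of a treatment, and −0.0404 against 0.0185 in bins of like strength. This does not bear on the pattern, since promoters rose more while the promoter share of strong peaks was lower with activin (40.6% and 47.2% against 54.3% and 49.4%). Signal-to-noise thus stays open, and start-site enrichment and the ratio of short to mononucleosomal fragments were also higher in both activin libraries. Other quality measures were poorer in both activin libraries, but in those given next activin library 2 lay close to vehicle library 1. Duplicates made up 21.98% and 20.90% with vehicle and 24.99% and 22.03% with activin. High-quality reads were 69.2% and 70.1% of autosomal reads with vehicle and 66.2% and 68.8% with activin. Signal-to-noise cannot be told apart from an effect of activin, because library quality differed with the treatment.

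Among the shared regions, the 1149 (8.28%) with a mean under 50 high-quality reads had a median change of −0.44 with activin on the log2 scale, and 73.5% of them were lower, against 49.1% of the others. Of 338 shared regions that fell more than 2-fold, 300 were among them, and so were all 51 that rose as much. The class thus held most of the large changes in both directions. Scaled to all high-quality reads, 205 of them fell and 82 rose more than 2-fold. At Acap3 both activin libraries had a called peak with 0 high-quality reads in it. Those calls thus did not rest on high-quality reads inside the interval. Whether the class as a whole rests on alignments left out of the high-quality reads, such as those of low mapping quality, stays open. The fold enrichment in the authors' lists had a median log2 change of −0.0160 over the 1149 regions, where other splits of the libraries gave 0.0319 and 0.00974, beside the −0.16 of the high-quality reads scaled to all of them. In the 205 regions it was −0.0438 beside −1.49, but these were chosen by their reads. Relative to the other regions, whose fold enrichment changed by 0.20, it fell, and its median percentile among the shared regions changed by −18.8 against a spread of 7.04. These values decide neither way, and such alignments were not counted per region. Over whole libraries, the share with a mapping quality below 30 was 15.7% and 15.9% with vehicle and 16.2% and 16.4% with activin. This share does not say whether such alignments lay in these regions. Differing interval ends are not the whole cause, since the median was −0.48 in the 211 regions whose common part was at least 80% of the union. Signal-to-noise cannot be told apart from an effect of the treatment. Scaled to all high-quality reads, the median of the changes was −0.16, and the other splits of the libraries gave 0.07 and −0.02 on the same scale. The change of the medians was −0.37, against a spread of 0.151. Both lay beyond what the other splits or the spread gave, so removing the common shift by centring does not account for the whole fall. A lower background with activin would also lower such regions on this scale, and it was not measured apart. Of the named regions, those of Disp1 and Acap3 lie in this class.

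For activin against vehicle, 1322 shared regions had an unadjusted p under 0.05, and the other splits of the 4 libraries into 2 and 2 gave 439 and 476. Thus 1 of 3 splits gave as many, the real one, and 3 splits are too few to exclude chance. Each other split has 1 library of each treatment on both sides, so a difference between treatments adds to its spread within groups. Both numbers were below the 694 regions expected by chance. They are thus not a null, and the gap to them overstates the excess. Few reads are not the cause of the excess over chance. With a mean of at least 50 reads the number was 1215, where chance gives 636. The other splits gave 394 and 446. A trend of the change with region strength, which signal-to-noise may produce, is not the whole cause either. After its removal the number was 1194, where chance gives 694, and the other splits gave 470 and 513. Without division by length 1397 regions had an unadjusted p under 0.05, but 389 of them were among the 1322. Which regions were counted thus depended largely on the called intervals. The other splits were not fitted without that division, so the part of the intervals in the excess stays open. A biological difference between the treatments stays open beside chance and library quality, which differed with the treatment.

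Weak peaks were unevenly spread over the chromosomes. In vehicle library 1 there were 43.3 per Mb on chromosomes 2 and 17 and 6.63 on chromosome 3. Weak peaks per strong peak rose with reads per Mb over the 19 autosomes (Spearman's rho 0.786, permutation p 0.00015, adjusted 0.00032 over 24 relations; Pearson's r 0.778, permutation p 0.00014, adjusted 0.000305, and 0.736 without the 2 chromosomes farthest from the median). The other libraries gave rho of 0.796, 0.811 and 0.782. Chromosome 17 had 1.54 and chromosome 3 had 0.589 times the mean reads per Mb. The relation is consistent with differences in chromosome copy number in this cell line, as a hypothesis; copy number was not measured, and chromosomes of a cell line are not independent replicates. Gene density is not the sole cause: weak peaks per Mb followed genes per Mb of assembly GRCm38.p6 with a rho of 0.526 and strong peaks with 0.837, a difference of −0.311 (permutation p 0.0123). Chromosomes 1 and 3 had like gene densities, 6.16 and 6.15 genes per Mb, but 29.6 and 6.63 weak peaks per Mb.

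Around Fshb, on chromosome 2, the libraries had 13, 17, 15 and 11 weak peaks in the 200 kb window. Among 10000 random windows of chromosome 2 the percentiles were 84.1, 25.3, 96.2 and 90.0, and each number was within the middle 95% of windows. The number of weak peaks there did not stand out from the level of the chromosome. A count in a window does not say whether any single weak peak near Fshb is real.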
